A study of Mus musculus with 4 samples. Its data were reported in "Alternative polyadenylation drives genome-to-phenome information detours in the AMPKα1 and AMPKα2 knockout mice" (2018).

How the data were processed

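Total RNA of skeletal muscle from mice with a knockout of AMPKα2 (KO) and from wild-type mice (WT) was profiled by whole transcriptome start site sequencing (WTSS-seq), with 2 libraries per group. AMPKα2, encoded by Prkaa2, is a catalytic subunit of the AMP-activated protein kinase, an enzyme that senses the energy state of the cell. In WTSS-seq, RNA depleted of ribosomal RNA is reverse transcribed with template switching at the 5′ end, amplified by PCR and sequenced from that end, so that a read marks where a transcript, or a fragment of one, begins. Groups and replicate numbers were taken from the labels.

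The authors deposited 1 table of read counts, with 1 row per clustered start site (alternative start site, ASS) and 1 column of raw counts per library. The authors mapped the reads to the mouse genome, clustered nearby read ends into sites, and assigned each site to a gene with a Cuffcompare class code. The mapping and clustering steps were described for the sister libraries of 3′ ends, and it was not stated whether each setting was the same for the 5′ ends. The code i stands for a site inside an intron, c for one contained in an annotated transcript, e for one overlapping an exon and an intron, o for another exonic overlap, p for one just outside a gene, x for one antisense to an exon, u for an intergenic site, and = for a match of the whole transcript. Chromosome names were those of the genome build GRCm38, and coordinates are given in that build, counted from 1. The RefSeq gene table of the same build held 9262 of the 9838 gene symbols and was used for the position of Prkaa2 and for the chromosome of genes on alternate scaffolds. No genome sequence was used here. The table held 42207 sites and 1 line of column totals, which matched the sums of the sites and was left out. The lowest total of a site over the 4 libraries was 10 reads and the median was 19 reads. No molecular identifiers were described, so reads copied by PCR were counted as separate reads, and floors given below cover counting error only. A minimum on the total over the 4 libraries admits sites of the deeper libraries more readily.

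Library totals ran from 1300069 to 2900279 reads, and both KO libraries were deeper than both WT libraries. No pair of libraries held identical counts. The chi-square statistic per degree of freedom between replicates over sites was 23.0 in KO and 19.5 in WT, so replicates differed by far more than sampling noise and each library was counted as 1 sample. A count of 3 reads was taken as the floor under which a site was not told from 0, which was 1.03 to 2.31 ppm of the reads of a library.

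Sites were compared between KO and WT with the Wald test of DESeq2 (version 1.42.0, R version 4.3.3), following the study's methods, with size factors by the median of ratios, default independent filtering and a Benjamini-Hochberg adjusted p-value under 0.1. A site past this threshold is called a DE-ASS, up-regulated when higher in KO. Independent filtering kept sites with a mean normalized count above 8.76, which left 11112 sites tested and 31095 sites without an adjusted p-value. The quasi-likelihood test of edgeR (version 4.0.16) with TMM factors and filterByExpr was run beside it. Genes were compared in the same way on counts summed over all sites with the same symbol (DE-genes). Changed usage of start sites within a gene was tested with diffSpliceDGE of edgeR and the Simes method, on 2145 genes with at least 2 sites that passed filterByExpr. Gene lists for sarcomere, slow fibre, fast fibre, adipocyte, blood, fibroblast and Schwann cell genes, 7 in all, were compared with camera (inter-gene correlation 0.01) and fry of limma (version 3.58.1) on log2 cpm with a prior count of 2. Class codes and chromosomes were compared with Fisher's exact test, two-sided. Windows of 5 Mb that held 3 or more DE-ASSs were counted against 10000 random draws of as many tested sites, in a one-sided permutation test (Python 3.11.15, numpy 2.4.6, scipy 1.17.1). Detection was also counted after each library had been thinned at random to 1300069 reads, as the mean of 5 draws.

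Values of a group are given as the mean of normalized counts ± SD over 2 libraries. Where all libraries of the lower group were at or under 3 counts, the fold was computed against that floor and given as a lower bound. Median log2 ratios of groups of sites used a pseudocount of 0.5. Items were named by a fixed rule. The rule covered Prkaa1, Prkaa2 and 9 genes named by the study from the 3′ ends. It added the 5 up-regulated and 5 down-regulated DE-ASSs with the smallest adjusted p-values among sites of a gene on a primary chromosome, with 1 site per gene, at least 10 reads in each library of the higher group, and both of its libraries above both libraries of the other group. It further added 3 DE-genes per direction under the same conditions and the 3 genes with the smallest adjusted p-values for usage. The tests, the rule, the gene lists and the alternatives were fixed before the data were examined, except that part of a table the study published from the same counts had been read by then. Not every item the rule selected is used here. Items named outside the rule are marked as chosen after their values were seen.

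The fits were tested on simulated counts with the means, library sizes and fitted dispersions of the data, in which 200 features were changed by a known fold. The changed features were drawn from those with a mean normalized count of at least 20, so recovery at sites with fewer reads was not measured. The simulation was first run at an 8-fold change, and the 64-fold runs were added after few changed sites had been recovered. At a simulated 64-fold change over 42207 sites, DESeq2 recovered 98.5% of the changed sites and edgeR 94.5%. At an 8-fold change, DESeq2 recovered 45.5% and edgeR 0.5%. Of the sites DESeq2 called, 27.8% at the 64-fold change and 31.1% at the 8-fold change had not been changed, which is above the nominal 10%. For edgeR that share was 4.06% at the 64-fold change. Over 9838 genes at an 8-fold change, DESeq2 recovered 76.5% with 15.9% false calls, and edgeR recovered 71.5% with 6.54% false calls. The usage test recovered 61.1% of 131 genes with a site changed 64-fold and 0.746% of 134 genes with a site changed 8-fold, with 0 false calls at either fold. With dispersions drawn per site in place of the fitted trend, 35% of the sites DESeq2 called at the 8-fold change were false, as were 6.59% of the 91 genes the usage test called at the 64-fold change.

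The alternatives were other scalings, other filters on low counts, the stricter threshold of 0.05, a replicate block, primary chromosomes only, removal of mitochondrial and the 10 most abundant features, another pseudocount, other calls or 1 site per gene for class codes and positions, and leaving out each replicate in turn. As 1 library then remained in a group, the last gave values only. Scaling by library totals and by positive counts, and detection at 5 reads after thinning, were added after seeing the data.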

Results

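The start sites of transcripts were counted in skeletal muscle of AMPKα2 knockout mice (KO, n = 2 libraries) and wild-type mice (WT, n = 2 libraries) to find sites whose level or use differed between the genotypes. The table held 42207 ASSs, of which 42047 lay on the primary chromosomes, 73 on the mitochondrial genome and 87 on 20 alternate or unplaced scaffolds. A gene was assigned to 40426 sites, which covered 9838 genes, and 61.8% of these genes had more than 1 site. The gene with most sites was Ttn with 556. Intronic sites made up 49.8% of all ASSs and sites contained in a transcript made up 37.0%.

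KO replicate 1 held 2900279 reads and KO replicate 2 held 2303294 reads, against 1300069 reads in WT replicate 1 and 1568945 reads in WT replicate 2. Mitochondrial sites took 19.7% and 21.8% of the reads in KO and 19.4% and 24.1% in WT, and 18S ribosomal RNA took 17.0% and 15.2% in KO and 17.6% and 17.6% in WT. The 10 most abundant sites took 44.5% to 49.2% of the reads of a library. Reads outside ribosomal and mitochondrial RNA numbered 1835732 and 1450768 in KO and 818059 and 913183 in WT, and these set the precision of the comparisons of nuclear genes.

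At least 1 read was found at 36620 ± 1528 sites in KO and at 31181 ± 327 sites in WT (SD, n = 2), a difference of 17.4%. After all libraries had been thinned to 1300069 reads, the difference was 11.2%, with 34295 ± 1630 sites in KO and 30840 ± 809 sites in WT. With a minimum of 5 reads it was 57.2% before and 5.61% after thinning, the latter a comparison chosen after seeing the data, in which 15384 sites in KO replicate 2 were fewer than in either WT library. As 2 libraries against 2 cannot reach an exact permutation p below 0.333, no test was made.

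Prkaa2, the targeted gene, was examined first. It lies at 105029649 to 105109898 of chromosome 4 and had 19 sites, 12 of them intronic. Its summed normalized count was 149 in KO replicate 1, 183 in KO replicate 2, 153 in WT replicate 1 and 186 in WT replicate 2. The log2 fold change was -0.03 (SE 0.50) with a DESeq2 adjusted p of 0.994, so the summed reads did not separate KO from WT and gave no check of the labels. The paper describes this knockout as a loss of DNA coding for part of the catalytic domain. Reads from the rest of the gene could thus remain, and an unchanged sum does not speak against the knockout. The sites differed in this respect. The sites at 105047709 to 105047713 and at 105055554 to 105055585, both intronic and next to each other in the list of sites, had 0 reads in both KO libraries. The first had 19 and 4 reads and the second 5 and 8 reads in the WT libraries. These sites were singled out after their values were seen, and both fell under the mean count that DESeq2 tested. Whether they lie in or near the deleted part was not checked, as no exon positions were used. The other 17 sites of the gene together held 453 reads in KO and 222 reads in WT, and 3 of them had no reads in WT. Of the 6 sites of Prkaa2 that were tested, 0 were called, and 0 had an unadjusted p under 0.05. Prkaa1, which encodes the other catalytic subunit, had 1 intronic site at 5153152 to 5153153 of chromosome 15, with 48 and 17 reads in KO and 5 and 2 reads in WT. Its DESeq2 adjusted p in the comparison of sites was 0.697, so the difference did not exceed the error at this depth.

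**Figure D1:**
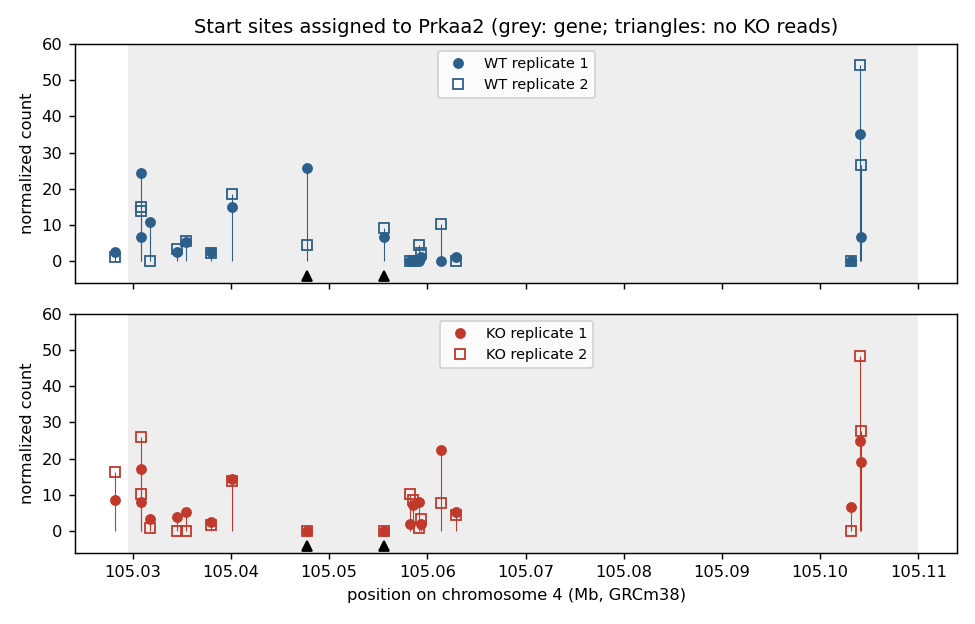
Normalized counts of the 19 start sites assigned to Prkaa2 in each library, with WT above and KO below, against the position on chromosome 4 in Mb. The grey area is the gene, and triangles mark the 2 sites with 0 reads in both KO libraries.

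The levels of all sites were then compared between KO and WT. With DESeq2, 259 up-regulated and 98 down-regulated DE-ASSs were found among 11112 tested sites. The alternative that moved these counts most among those without a block was the quasi-likelihood test of edgeR, which called 48 up-regulated and 32 down-regulated sites, and all 80 were among the DE-ASSs. The share of up-regulated sites was 72.5% with DESeq2 and 60% with edgeR. In 130 of the up-regulated and 59 of the down-regulated DE-ASSs, both libraries of the lower group were at or under 3 counts. The median log2 ratio of the up-regulated DE-ASSs was 4.40, or 3.403 with such sites at their lower bound, and that of the down-regulated DE-ASSs was -5.21, or -3.65 at the bound.

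**Figure D2:**
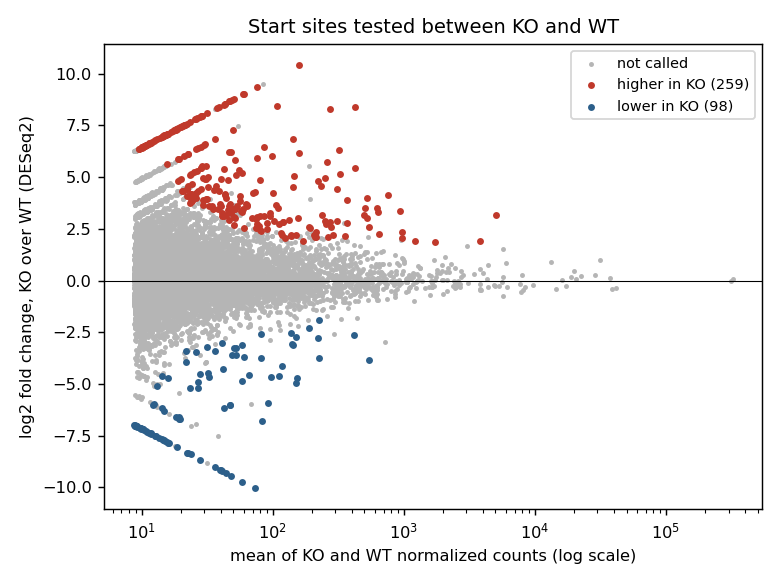
Log2 fold change of KO over WT from DESeq2 against the mean of the KO and WT normalized counts, on a log scale, for the 11112 tested sites. Red points are the 259 up-regulated and blue points the 98 down-regulated DE-ASSs, and the slanted rows of points are sites with few or no reads in one group.

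Among the up-regulated DE-ASSs named by the rule, a site of 10 bp in an intron of Pafah1b1 (chromosome 11, 74696248 to 74696257) had 847 ± 287 normalized counts in KO and 2.61 ± 2.06 in WT (SD, n = 2). It was at least 225-fold higher in KO, with a DESeq2 adjusted p of 9.62e-15 and an edgeR adjusted p of 0.0191. An intronic site of Nfia (chromosome 4, 97791040 to 97791084) had 486 ± 165 in KO and 20.4 and 11.6 in the WT libraries, a log2 fold change of 4.94 (SE 0.69, DESeq2 adjusted p 6.27e-09). A site within a transcript of Mfhas1 (chromosome 8, 35678537 to 35678580) had 626 ± 251 in KO and 8.14 ± 11.5 in WT, with a log2 fold change of 6.31 (SE 0.89, DESeq2 adjusted p 6.74e-09). Its WT reads were 12 in replicate 1 and 0 in replicate 2, and without WT replicate 1 its log2 ratio was 10.29. A site antisense to an exon of A930016O22Rik (chromosome 7, 19420506 to 19420527) had 447 ± 42.3 in KO and 18.8 ± 2.14 in WT, with a DESeq2 adjusted p of 6.98e-09. An intronic site of Gm41750 (chromosome 18, 62094868 to 62094886) had 391 and 433 reads in KO and 0 reads in both WT libraries, so that it was at least 83.6-fold higher in KO (DESeq2 adjusted p 9.41e-08).

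Among the down-regulated DE-ASSs, an intronic site of Ms4a4b (chromosome 19, 11450883 to 11450898) had 70.0 ± 12.4 normalized counts in KO and 1006 ± 188 in WT (SD, n = 2), with a log2 fold change of -3.84 (SE 0.58, DESeq2 adjusted p 4.77e-08). Ms4a4b belongs to a family of similar genes, and reads of its relatives could have been split between them in the mapping. A site within a transcript of Nip7 (chromosome 8, 107060220 to 107060259) had 9.05 ± 6.69 in KO and 291 ± 80.8 in WT (DESeq2 adjusted p 9.41e-08). Intronic sites of Zfp532 (chromosome 18, 65661954 to 65661972) and Wasf2 (chromosome 4, 133179732 to 133179736) had log2 fold changes of -4.72 and -5.94, with DESeq2 adjusted p of 1.16e-07 and 5.90e-07. Wasf2 had 285 and 78.5 normalized counts in the WT libraries, and without WT replicate 1 its log2 ratio was -4.52. An intronic site of Pcm1 (chromosome 8, 41321401 to 41321407) had 144 and 82 reads in WT and 0 reads in both KO libraries. It was at least 63.7-fold lower in KO (DESeq2 adjusted p 1.30e-06). Pcm1 also had another intronic site, at 41282910 to 41282925, with 343 and 89 reads in KO and 0 in WT, and a called site on an alternate scaffold. The edgeR adjusted p of the 10 named sites lay between 0.0191 and 0.0685.

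To compare where the changed sites lay, the class codes of DE-ASSs were counted. Of the 242 up-regulated DE-ASSs with a gene, 162 (66.9%) were intronic, against 53 of 89 (59.6%) of the down-regulated ones, and this difference was not detectable (Fisher's exact test, two-sided, p 0.243). With the stricter threshold of 0.05, the shares were 64.2% and 64.6%. DE-ASSs of both directions together were intronic in 65.0% of cases, against 45.5% of the other tested sites with a gene (Fisher's exact test, p 3.28e-12). Sites of one gene are not independent, so these p-values describe the called sites.

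On counts summed per gene, 80 DE-genes were up-regulated and 45 were down-regulated in KO among 4688 genes tested with DESeq2. With edgeR the counts were 33 and 21, and 50 of the genes edgeR called were among the DE-genes of DESeq2. The named DE-genes largely repeated the named sites. The up-regulated ones were Mfhas1, with 602 ± 207 normalized counts in KO and 34.2 ± 13.1 in WT (SD, n = 2), Gm41750 with 243 and 384 in the KO libraries and 1.40 and 14.9 in the WT libraries, and A930016O22Rik with 461 ± 59.0 and 43.1 ± 11.3. Their DESeq2 adjusted p were 9.32e-12, 6.58e-10 and 9.85e-09. For Gm41750, the log2 ratio rose to 7.37 without WT replicate 2. The down-regulated ones were Ms4a4b and Nip7, each with 1 site, and Skap1 on chromosome 11 with 3.62 ± 2.65 in KO and 145 ± 68.1 in WT (log2 fold change -5.26, SE 0.81, DESeq2 adjusted p 5.61e-08).

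Changed use of start sites within a gene was found in 29 of 2145 genes at an adjusted p under 0.1 by diffSpliceDGE. The gene-level F test of the same fit moved this count most and called 71 genes. Among the genes named by the rule, Pcm1 had an adjusted p of 0.000132. Its WT-only site named above held 66.4% ± 12.2 of the tested reads in WT. Kif1c had an adjusted p of 0.00481, with 4 tested sites, of which 2 lay on chromosome 11 and 2 on an alternate scaffold. With primary chromosomes only, the adjusted p of Kif1c was 1.00.

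A list of muscle genes had been named by the study from polyadenylation sites of the same mice, so it is not independent evidence here. In the comparison of genes, 0 of the 9 genes passed an adjusted p of 0.1 over all genes, and 0 passed when adjusted over the list alone, while 2 had an unadjusted p under 0.05 with DESeq2. The log2 fold change of Mylk4 was 2.55 (SE 1.26). Mylk4 had 2232 normalized counts in KO replicate 1 and 18323 in KO replicate 2, against 1730 and 1784 in WT, so that 1 library decided its mean. Of 403 tested sites in the 9 genes, 4 were up-regulated and 2 were down-regulated DE-ASSs, and they lay in 4 genes. Neb had 1 in each direction, with DESeq2 adjusted p of 0.0408 (up) and 0.0184 (down). Ptp4a2 held 29 and 63 reads in KO, all on an alternate scaffold, and 28 and 21 reads in WT, all on chromosome 4.

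The list of sarcomere genes had 58 of its 61 genes in the test. Their median log2 fold change was 0.13, with 39 higher in KO, and camera gave p 0.108 over 6115 genes, while fry gave p 0.603. The median moved most without WT replicate 2, to 0.46, and was -0.09 without WT replicate 1, so its direction rested on 1 library. The other lists addressed the composition of the muscle samples. The slow-fibre list (9 genes tested, 8 of the 12 listed also on the sarcomere list) had a median of 0.69 and a camera p of 0.0137, or 0.0479 after adjustment over the 7 lists. The fast-fibre list (12 genes tested, 10 shared with the sarcomere list) had a median of -0.13 and a camera p of 0.365. The fibroblast list had a median of -0.62, with 0 of 11 genes higher in KO and a camera p of 0.00225, or 0.0157 after adjustment. The adipocyte list (7 genes) had a median of -0.32 with camera p 0.105, the blood list (2 genes) 0.32 with p 0.544, and the Schwann cell list (2 genes) 0.36 with p 0.469. Under fry, the smallest adjusted p of the 7 lists was 0.191 (unadjusted 0.0273), for the fibroblast list, so neither camera call held under fry. Both lists kept a low unadjusted camera p under a replicate block, 0.00343 for the fibroblast and 0.00835 for the slow-fibre list. The fibroblast median ran from -0.85 to -0.59 with each replicate left out in turn. With the correlation between genes estimated from the data, camera gave p 0.450 for the slow-fibre and 0.0851 for the fibroblast list.

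**Figure D3:**
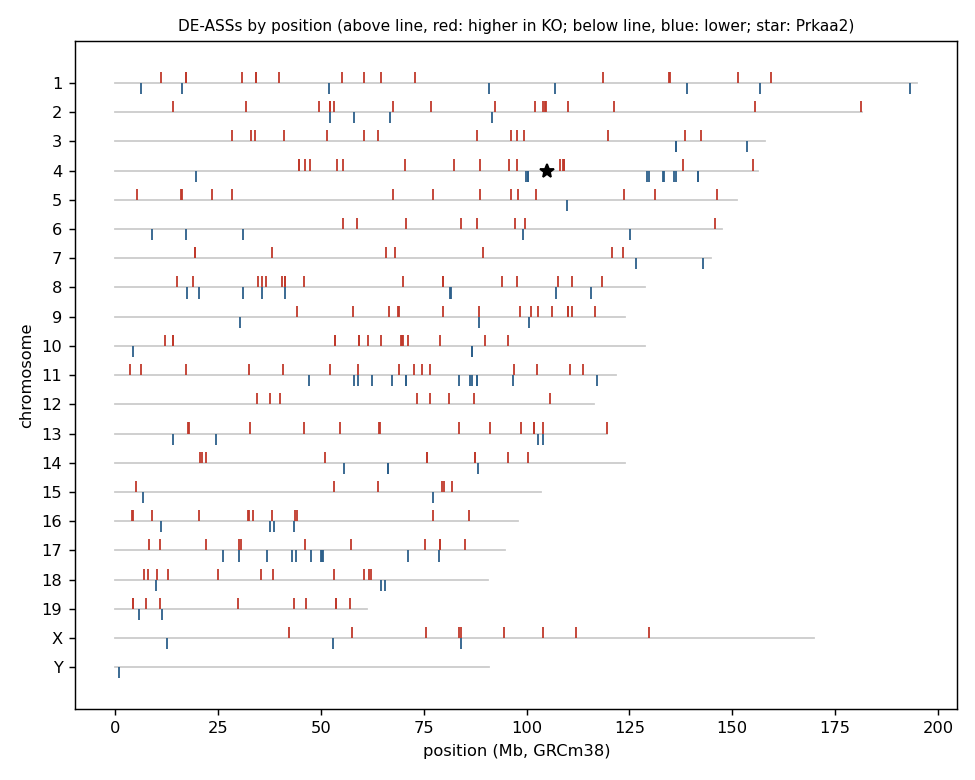
Positions of the DE-ASSs on the primary chromosomes in Mb, with red marks above a line for up-regulated and blue marks below it for down-regulated sites. The star is Prkaa2 on chromosome 4, where 17 DE-ASSs were up-regulated and 12 down-regulated, and grey lines end at the last tested site of a chromosome.

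The DE-ASSs were placed along the chromosomes to find clusters. Alternate and unplaced scaffolds had the highest share, with 10 DE-ASSs among 19 tested sites (52.6%), against 3.13% of the other tested sites (Fisher's exact test, adjusted p 1.70e-09 over 23 groups). All 10 were up-regulated, and 8 of them had 0 reads in both WT libraries. Chromosome 8 (5.79% of tested sites) and chromosome 4 (5.32%) had more DE-ASSs than the rest, and chromosome 2 (1.86%) and chromosome 7 (1.51%) had fewer, each with an adjusted p of 0.0390. With 1 site per gene, the scaffolds alone passed an adjusted p of 0.05. Windows of 5 Mb that held 3 or more DE-ASSs numbered 34, against 24.4 ± 3.57 (SD over random draws) in 10000 random draws (one-sided permutation p 0.00630). With 1 site per gene there were 20 windows against 17.99 ± 3.35 (permutation p 0.318), so the excess did not hold once each gene was counted once.

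Genes with sites on both a scaffold and a primary chromosome were compared by copy, a comparison chosen after the scaffold sites had been seen. Kif1c had 141 and 134 reads on the scaffold NT_187026.1 in KO and 0 there in both WT libraries, whereas its chromosome 11 sites had 0 reads in both KO libraries and 101 and 144 reads in WT. Dynll2 had 419 and 650 reads on the scaffold NT_187003.1 in KO and 2 and 5 in WT, and 7 and 12 reads on chromosome 11 in KO against 225 and 139 in WT. The 2 main sites of Kif1c lay 48 bp apart on the scaffold (834363 and 834411) and 48 bp apart on chromosome 11 (70728907 and 70728955). Summed over both copies, Kif1c had 104 ± 16.3 normalized counts in KO and 152 ± 20.7 in WT, and Dynll2 had 425 ± 206 and 237 ± 100.2 (SD, n = 2). The DESeq2 adjusted p of these sums were 0.866 and 0.785, so neither gene was a DE-gene. In contrast, 4 of the up-regulated DE-genes, Cuedc1, Mrps23, Tmem234 and 4930556N13Rik, had sites on scaffolds alone, with DESeq2 adjusted p of 1.01e-05, 0.000607, 0.00733 and 0.0103.

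**Figure D4:**
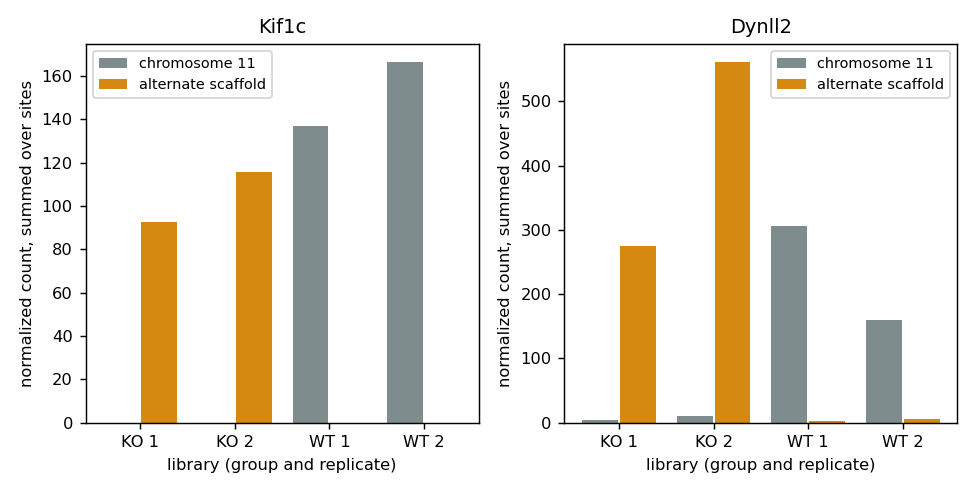
Normalized counts of Kif1c and Dynll2 in each library, summed over the sites on chromosome 11 (grey bars) and over those on an alternate scaffold (orange bars). In both KO libraries at least 98.5% of the reads of the pair of genes lay on the scaffolds, and in the WT libraries at most 1.74% did.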

Values the study reported

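The study reported 42,207 ASSs in the 5′-end libraries. It reported 343 DE-ASSs at an adjusted P-value under 0.1, of which 247 were up-regulated and 96 were down-regulated in the knockout. From the 3′ ends of AMPKα2 knockout muscle, it reported 84 up-regulated and 17 down-regulated polyadenylation sites.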

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

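The number of DE-ASSs depended on the test. Against 259 up-regulated and 98 down-regulated sites with DESeq2, edgeR called 48 and 32, and DESeq2 with independent filtering off called 123 and 52, as all 42207 sites then entered the adjustment. With the threshold of 0.05 the up-regulated sites numbered 164. The other scalings and filters kept both counts within 1.5 times. Scaling by library totals, an alternative chosen after seeing the data, shifted all log2 fold changes by -0.12 and gave 191 and 110, and size factors from positive counts, also chosen after seeing the data, gave 189 and 110. For DE-genes, edgeR called 33 up-regulated and 21 down-regulated against 80 and 45 with DESeq2, and no other alternative moved those counts by over 1.5 times. Why DESeq2 and edgeR differed was not tested on these libraries, but in the simulated data DESeq2 made more false calls than edgeR. At a simulated 8-fold change of sites it also recovered more of the changed sites, 45.5% against 0.5% with edgeR.

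The groups share replicate numbers. The deviations of same-numbered libraries from their group means correlated at 0.0710 over 9857 sites, which gave no ground to pair them. With a replicate block, DESeq2 called 145 up-regulated and 50 down-regulated sites, and 177 of the 357 DE-ASSs were called in both fits. With the block, edgeR called 1 up-regulated and 0 down-regulated sites, with 722 and 294 at an unadjusted p under 0.05. In the comparison of genes, the block gave 63 up-regulated and 32 down-regulated DE-genes with DESeq2. For edgeR the gene counts went the other way, to 60 and 36 with the block against 33 and 21 without it. The block also gave 12 genes with changed start site usage against 29, and a camera p of 0.0965 for the sarcomere list. Of the 9 muscle genes compared as a list, 2 had a DE-ASS under the block and 1 under edgeR, against 4. Prkaa2 stayed uncalled under the block, with a log2 fold change of -0.03.

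The excess of intronic sites among up-regulated DE-ASSs was 7.39 percentage points. It was -0.38 points at the threshold of 0.05, and 7.11 to 11.1 points under the other alternatives, with p between 0.143 and 1, so it passed 0.05 under none of them. The cause was not tested. Changed usage was called in 71 genes by the F test, in 14 at the threshold of 0.05 and in 19 on primary chromosomes only, and the cause was not tested. Chromosomes with an adjusted p under 0.05 numbered 5, the scaffolds counted as 1, against 3 with the edgeR calls, 3 at the threshold of 0.05 and 1 with 1 site per gene. Windows with at least 3 DE-ASSs numbered 34, against 20 with 1 site per gene, 14 of 2 Mb and 15 at the threshold of 0.05, where fewer sites enter a window by construction. The permutation p of these was 0.318, 0.202 and 0.0280.

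With a pseudocount of 5 the median log2 ratio was 2.87 for up-regulated and -2.77 for down-regulated DE-ASSs, as most of these sites had few reads in one group. Across the values that each left out one replicate, it ran from 3.98 to 5.28 and from -5.31 to -4.25. Over the same settings the log2 ratio of Prkaa2 ran from -0.18 to 0.12 and the sarcomere median from -0.09 to 0.46. The excess of sites detected in KO was 11.2% after thinning, against 17.4%. At 5 reads it was 57.2% before thinning and 5.61% after, the last chosen after seeing the data, so most of the excess at 5 reads followed the depth.

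Of the 19 named sites, genes and usage results, 16 kept their call under edgeR and under TMM factors wherever these were run. The block removed the calls of 2 sites, those of Gm41750 and Pcm1, in which one group had 0 reads. A minimum of 10 reads in every library removed the usage call of Pcm1, since it discards sites absent from one group. At this depth a site with few reads could change 8-fold without a call, so an uncalled site is not shown to be stable.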

Other observations

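The tests of other splits, of scaffold copies, of genomic DNA, of sites seen in one group and of positions were chosen only after the results had been seen, and the tests of the share of up-regulated sites under other depths and scalings, of site width and of fibre type were chosen before any comparison was fitted, though after the files had been looked at, as were the scalings by library totals and positive counts.

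Reads of Kif1c and Dynll2 lay on alternate scaffolds in KO and on chromosome 11 in WT. In the KO libraries, 98.8% and 98.5% of the reads of these genes lay on the scaffolds, against 0.610% and 1.74% in the WT libraries. Reads shared at random between near-identical copies would have left a sizeable part on the scaffolds in WT, where the highest share was 1.74%. Raised transcription of a scaffold copy would have left chromosome 11 as it was, but the Dynll2 reads on chromosome 11 in KO were 3.21% of those in WT. A candidate explanation is that the KO mice carried another strain's sequence at these loci, so that their reads matched the scaffold better than the primary chromosome, and the lowest scaffold share of 98.5% in a KO library is consistent with it. Against it stands the description of the KO mice as C57BL/6, the strain of the primary assembly, by which their reads would have matched the primary chromosomes. Whether sequence of another strain had remained in them was not known here, so the explanation stays open. Ptp4a2 and Kpna6 showed the same exchange between chromosome 4 and a scaffold, with fewer reads. Kpna6 had 10 and 3 reads on the scaffold in KO and 0 in WT, and 0 on chromosome 4 in KO and 6 and 25 in WT. Khdrbs1, with sites on the same scaffold and on chromosome 4, did not show a clean exchange. Its scaffold reads were 34 and 21 in KO and 16 and 5 in WT. Its chromosome 4 reads were 2 and 9 in KO and 18 and 8 in WT. For the remaining genes the picture was less clear. Of the 4 genes with a called scaffold site and sites on a primary chromosome, 3 had fewer reads on the primary chromosome in KO. These were Kif1c, Dynll2 and Msi2, the last with 44.1 normalized counts in KO and 98.0 in WT and no primary site called. Pcm1 had more, with 381 in KO and 241 in WT summed over its primary sites, although 1 of these, with 0 reads in KO and 144 and 82 in WT, was called lower beside a scaffold site with 55 and 44 reads in KO and 0 in WT. Cuedc1, Mrps23, Tmem234 and 4930556N13Rik had called scaffold sites and no primary site listed. Tmem234 lay on NT_187023.1 and the others on NT_187003.1. Summed over all sites, NT_187003.1 had 929 normalized counts in KO and 15.9 in WT, and NT_187023.1 had 152 and 13.7. Msi2 had 243 and 9.92 on NT_187003.1. The excess in KO thus ran beyond these 4 genes, though it was small at Khdrbs1. A strain difference would give this, but without primary sites a change of expression was not excluded for these 4 genes. All 4 counted as up-regulated DE-genes on scaffold reads alone. The strain from which each scaffold was sequenced was not known here, and genotype and strain cannot be separated in this design. The gene sums of Kif1c and Dynll2 did not differ detectably, and whether the DE-ASSs of the other genes mark a difference in sequence stays open.

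If this were so, other genes on the same chromosomes might lose reads in KO because their sequence departs from the reference. The called scaffolds belong to chromosomes 4, 8 and 11 by their genes. With genes on scaffolds left out and each gene counted once, 2.73% of the genes tested on these chromosomes had a down-regulated DE-ASS, against 1.31% elsewhere (Fisher's exact test, two-sided, p 0.00306). For up-regulated DE-ASSs the shares were 4.91% and 4.23% (p 0.373). These chromosomes were picked from sites called in the same data. The excess was also not confined to them. Chromosome 17, without a called scaffold, had 11 down-regulated DE-ASSs among 400 tested sites, and chromosome 4 had 12 among 545. A strain difference could give the lower counts, but neighbouring genes that truly change together would give the same picture. The difference between the directions was not tested.

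Some sites had at least 10 reads in each library of one group and 0 in both of the other. There were 185 such sites in KO and 30 in WT, and the other splits of the 4 libraries gave 4 to 14 on a side. When the libraries were thinned to 818059 reads outside ribosomal and mitochondrial RNA and the minimum was set at 5 reads, the median over 5 draws was 228 sites in KO alone and 222 in WT alone, against medians of 69 to 97 on a side of the other splits. The larger number in KO thus followed the depth, but depth did not account for the 228 sites that remained in KO alone, more than on any side of the other splits. Segments of another strain's DNA would gather such sites. Of the 30 sites seen in WT alone, all on primary chromosomes, 8 pairs from different genes lay within 10 Mb, against 3.96 ± 2.19 (SD over random draws) in random draws from the 5358 sites with at least 10 reads in each WT library (one-sided permutation p 0.0663, adjusted 0.0994 over 6 such tests). Of these 30 sites, 22 lay within 5 Mb of a KO-only site of another gene, against 15.5 ± 2.74 in random draws (permutation p 0.0120, adjusted 0.0240). KO-only sites formed 139 pairs against 123.9 ± 14.9 (permutation p 0.158). The results thus go both ways, and segments of another strain cannot be told apart from single changes of sites, since the WT-only sites are few.

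The region around Prkaa2 was examined because DNA of the strain in which a gene was targeted can remain near it. Within 30 Mb of Prkaa2, 4 of the 30 WT-only sites were found where 0.655 would fall by chance (one-sided Fisher's exact test p 0.00382, adjusted 0.0206), but 2 of the 170 KO-only sites on primary chromosomes where 3.60 would (p 0.880). Together these were 6 sites, from 5 genes, so passenger DNA cannot be told apart from other causes. Of all DE-ASSs, 15 lay within this distance where 7.33 would by chance (p 0.00686, adjusted 0.0206). Of the DE-genes, 108 had no such site of their own, and 9 of these (8.33%) lay in the 12 windows of 5 Mb that held both a KO-only and a WT-only site, against 3.21% of the 4519 tested genes (Fisher's exact test p 0.00737). Of 10 genes with changed usage, 0 did. Among the sites named in the results, those of Nfia and Wasf2 lay within 30 Mb of Prkaa2. The 5 Mb window that holds Prkaa2 had 4 DE-ASSs from 4 genes, all up-regulated. For sites in this region, passenger DNA was not separated from an effect of the knockout.

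Up-regulated DE-ASSs outnumbered down-regulated ones. With the libraries thinned to equal depth the up-regulated share was 72.6% (median of 5 draws, lowest 72.0%), and under library totals, TMM factors and positive counts its lowest value was 63.2%. Neither depth nor scaling thus accounted for the whole of the excess. The other splits of the 4 libraries, each with a KO and a WT library on both sides, were uneven too. They gave 13 sites against 6 and 1 against 10, though on few calls. An uneven share alone thus does not point to the knockout. The knockout itself stays open as a cause and was not separated from strain.

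Up-regulated DE-ASSs were narrow, with a median width of 11 bp against 15 bp in sites matched on class code and total count (permutation of signs, p 0.0001, the smallest that 10000 sign draws give). Their reads were split more unevenly between the 2 KO libraries, with a median absolute log2 ratio of 1.25 against 0.71 in matched sites (p 0.0001). Reads copied from few molecules by PCR may explain part of these calls. Down-regulated DE-ASSs were not narrower (13 bp against 11.5 bp, permutation p 0.143), but were also split more unevenly between the WT libraries (1.33 against 1.00, p 0.0043), and sites picked for a high count in one group tend to be uneven by that choice. A site used at a single position would be narrow as well.

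Intronic sites were frequent among DE-ASSs, and genomic DNA in the KO libraries would raise intergenic reads too. Outside ribosomal and mitochondrial RNA, intergenic sites held 6.82% and 7.09% of the reads in KO, below the 7.79% and 7.75% in WT. The highest KO share of 7.09% thus gave no sign of genomic DNA among the listed sites. Sites with fewer than 10 reads in total were not listed, so scattered reads of genomic DNA would be missed. Genomic DNA was therefore not excluded. Unspliced RNA was not tested.

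The slow-fibre list stood 0.82 above the fast-fibre list in KO relative to WT on the log2 scale, which might come from a different mix of fibres. The same gap was 0.80 between the WT replicates and -0.15 between the KO replicates. The slow-fibre median of 0.69 became 0.11 without WT replicate 1, 1.62 without WT replicate 2, and 0.91 and 0.67 without each KO replicate. Fibre mix and an effect of the knockout cannot be told apart, because the gap between the groups was close to that between the WT mice. The most abundant genes of the lists were Myh7 (log2 fold change 0.87, 0.0326% of reads summed over genes) and Myh4 (-0.08, 1.14%).

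The division into KO and WT gave 357 DE-ASSs, and the other splits of the 4 libraries gave 19 and 11. Of the 3 possible splits, 1 gave as many, and with 3 splits a share under 0.333 cannot be reached, so chance cannot be excluded by this count.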
